# A widespread alternate form of cap-dependent mRNA translation initiation

**DOI:** 10.1038/s41467-018-05539-0

**Published:** 2018-08-03

**Authors:** Columba de la Parra, Amanda Ernlund, Amandine Alard, Kelly Ruggles, Beatrix Ueberheide, Robert J. Schneider

## Abstract

Translation initiation of most mammalian mRNAs is mediated by a 5′ cap structure that binds eukaryotic initiation factor 4E (eIF4E). However, inactivation of eIF4E does not impair translation of many capped mRNAs, suggesting an unknown alternate mechanism may exist for cap-dependent but eIF4E-independent translation. We show that DAP5, an eIF4GI homolog that lacks eIF4E binding, utilizes eIF3d to facilitate cap-dependent translation of approximately 20% of mRNAs. Genome-wide transcriptomic and translatomic analyses indicate that DAP5 is required for translation of many transcription factors and receptor capped mRNAs and their mRNA targets involved in cell survival, motility, DNA repair and translation initiation, among other mRNAs. Mass spectrometry and crosslinking studies demonstrate that eIF3d is a direct binding partner of DAP5. In vitro translation and ribosome complex studies demonstrate that DAP5 and eIF3d are both essential for eIF4E-independent capped-mRNA translation. These studies disclose a widespread and previously unknown mechanism for cap-dependent mRNA translation by DAP5-eIF3d complexes.

## Abstract (web summary)

Binding of eIF4E to the 5′ cap of mRNAs is a key early step in canonical translation initiation, but the requirement for eIF4E is not universal. Here the authors show that the eIF4G homolog DAP5 interacts with eIF3 to promote cap-dependent translation of a significant number of mRNA in an eIF4E-independent manner.

## Introduction

Translation of most mRNAs is controlled at the rate-limiting step of initiation, involving formation of a pre-initiation complex seeded by recognition of the m^7^GTP “cap” recognized by cap-binding protein eukaryotic initiation factor (eIF)4E, which recruits scaffolding protein eIF4G, ATP-dependent RNA helicase eIF4A, the multi-subunit complex eIF3, and the 40S ribosome subunit, among other proteins^1,2^. eIF4E-cap interaction is thought to be rate-limiting, as eIF4E is typically less abundant and the majority of mRNAs are cap-dependent. eIF4E abundance and mRNA translation are coordinately regulated by eIF4E sequestration through the eIF4E-binding proteins (4E-BPs)^1^. Nevertheless, quantitative sequestration of eIF4E by the 4E-BPs, or its strong reduction by small interfering RNA (siRNA) silencing, reduces but by no means extinguishes protein synthesis, and a great many mRNAs continue to translate^3–7^. While a small number of mRNAs support an alternate form of translation initiation that is independent of eIF4E and the cap, known as internal ribosome entry site (IRES)-mediated translation, this can only account for translation of several percent of mRNAs^4,8,9^.

eIF4G consists of three protein family members (Supplementary Fig. 1): eIF4GI (major form, highest expression, gene: *EIF4GI*); eIF4GII (minor form, lowest expression, gene: *EIF4G3*); and the poorly studied homolog, DAP5 (also known as NAT1, eIF4G2, and p97, gene: *EIF4G2*). DAP5 is homologous to the middle and C-terminal two-thirds of eIF4GI and can therefore bind eIF4A and eIF3 but cannot bind eIF4E and PABP because it lacks the N-terminal domain^10–13^. Because DAP5 lacks the N-terminal domain for eIF4E and PABP binding, studies have revealed that DAP5 can promote alternative translation of mRNAs that utilize eIF4E-cap-independent mechanisms by IRES elements. Some of these mRNAs are specifically translated during invasion, metastasis, cell progression, and apoptosis, and include Bcl-2, Apaf-1, cIAP1, CDK1, and p53^14,15^. Recent genome-wide translation profiling studies in embryonic stem cells have shown that DAP5 is involved in the translation of proteins required for cell differentiation^16,17^.

While DAP5 can promote IRES-dependent mRNA translation^12,14,15^, we and others have previously reported that with silencing of DAP5, there is an approximately 20% reduction in overall protein synthesis^3,12,18,19^, which far exceeds the several percent of cellular mRNAs thought to utilize internal ribosome initiation through IRES elements. We therefore asked whether DAP5 might promote a widespread alternate form of cap-dependent, but eIF4E-independent mRNA translation.

Here we used a comprehensive genome-wide transcriptome and translatome analysis of cells silenced in DAP5 and identified a significant fraction of mRNAs that are strongly reduced in translation with DAP5 deficiency. We show that highly DAP5-dependent mRNAs are enriched in those involved in cell death and survival, cell proliferation, cell mobility, DNA damage and repair responses, and translation initiation, and most do not contain IRESs. In all, approximately 20% of mRNAs were found to be strongly DAP5-dependent. Mass spectrometry analysis of DAP5, eIF4GI, and eIF4GII demonstrated that the recently identified novel cap-binding protein eIF3d is a direct binding partner of DAP5, whereas it is only weakly associated with eIF4GI and eIF4GII, likely through indirect association as a component of the eIF3 complex. In vitro translation and 48S complex isolation studies demonstrate that translation of these DAP5-dependent mRNAs is also co-dependent on eIF3d, which occurs through its direct interaction with DAP5. We propose that despite lacking eIF4E- and PABP-binding sites, DAP5 directs translation of many capped mRNAs, most of which do not possess an IRES element, but instead utilize a cap-dependent translation initiation process directed by DAP5-eIF3d.

## Results

### Translatomic analysis identifies DAP5-dependent mRNAs

Genome-wide transcription and translation analyses were performed to identify mRNAs whose translation is highly sensitive to reduction in DAP5 levels. 

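MDA-MB-231 is an established human breast cancer cell line. RNA sequencing counts were examined for 2 cultures expressing the non-silencing shRNA and 2 cultures expressing the DAP5 shRNA, each sampled as total mRNA and as mRNA recovered from sucrose gradient fractions. A light polysome and a heavy polysome library were deposited for each of the 4 cultures, and each shNSi culture also had a library from a moderate polysome pool, a fraction on which the paper does not report. This gives 14 libraries. The sample labels record doxycycline at 1 µg/ml for 6 days before polysome profiling, whereas the paper gives a range of doxycycline concentrations for selection of the stable lines. The shDAP5 light polysome libraries were titled light but carried the code used for the moderate pool of the shNSi cultures, and they were taken as light by title. The shDAP5 total libraries were titled total polysome, whereas those of the shNSi cultures were titled total. They carried the same code as the shNSi total libraries and were taken as total mRNA. Every total mRNA and translation efficiency comparison rests on this reading.
The authors deposited whole-number read counts for 58434 gene symbols, without normalization, of which 27761 had no read in any library. The paper's text does not name the aligner, the counting tool, the genome build or how reads over overlapping or near-identical genes were assigned. The total count per library ranged from 25899838 to 30795910. In total mRNA the shNSi cultures had 27652311 and 28056227 counts and the shDAP5 cultures 25965424 and 27812007. In heavy polysomes the shNSi cultures had 28092151 and 30050488 counts and the shDAP5 cultures 27482061 and 27825912. In light polysomes the shNSi cultures had 25899838 and 28082333 counts and the shDAP5 cultures 26571931 and 27941831. Pearson's r between the log2 CPM of replicate libraries, across 16235 genes, which are not independent replicates, was between 0.967 for the shNSi moderate pool and 0.989 for shDAP5 light polysomes.
The paper quantile normalized total and polysome mRNA independently, took the difference in log2 intensity between matched polysome and total mRNA as translation efficiency, and tested with limma. Here the counts were normalized by TMM and tested with the quasi-likelihood test of edgeR, and the method of the paper was run as an alternative. For each fraction the shDAP5 libraries were compared with the shNSi libraries, and the change in translation efficiency was the interaction of fraction and shRNA in a model with a term for each culture. With 2 cultures against 2, an exact permutation test of a single gene cannot give a two-sided p below 0.333, so the tests rest on a spread estimated across genes.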

MDA-MB-231 breast cancer cells were silenced with doxycycline (Dox)-inducible short hairpin RNAs (shRNAs) targeting DAP5 (MB-231-shDAP5) or a non-silencing control (MB-231-shNSi). 

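EIF4G2, the gene encoding DAP5, lies on chromosome 11 of GRCh38 from 10797050 to 10809110 on the minus strand in the GENCODE v29 annotation. In total mRNA its normalized level was 1459 ± 39.0 CPM (counts scaled to library size by TMM; SD, n = 2 cultures) in MB-231-shNSi cells and 677 ± 149 (SD, n = 2) in MB-231-shDAP5 cells. The log2 fold change was −1.11 (standard error 0.18, adjusted p = 0.0172 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment over 14992 genes). Both shDAP5 cultures lay below both shNSi cultures (exact permutation test, two-sided p = 0.333, the smallest that 2 cultures against 2 allow). With each culture left out in turn the log2 fold change stayed between −1.36 and −0.90. With the replicate number as a block (replicate block) it was −1.12 (adjusted p = 5.52e-06), and with the replicate numbers crossed between the cell lines it was −1.12 (adjusted p = 0.0175). Either block leaves each gene little spread of its own, so these p-values rest mainly on the spread across genes. The correlation across genes of the deviations of same-numbered cultures was −0.10 in total mRNA. The alternative that raised the adjusted p most was one fit of all 14 libraries, with a log2 fold change of −1.13 and an adjusted p of 0.443.
The EIF4G2 mRNA was also lower in the polysome fractions, by a log2 fold change of −0.86 in heavy polysomes (standard error 0.38, adjusted p = 0.0691) and −1.33 in light polysomes (adjusted p = 0.430), neither of which passed the adjusted threshold of 0.05.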

Profiles showed a slight decrease in polysome content in DAP5-depleted cells (Fig. 1a), consistent with a 20–30% reduction in overall protein synthesis (Fig. 1b; Supplementary Fig. 2). RNA-sequencing (RNAseq) was carried out on total mRNA, poorly translated mRNA (2–3 light polysome fraction), and well-translated mRNA (≥4 heavy polysome fraction). mRNAs were identified that changed in abundance alone (largely transcription), translation alone (translation efficiency, ratio of mRNA in polysomes/total mRNA), or transcription + translation (Fig. 1c). 

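Each gene was assigned to the classes of Fig. 1c from the unadjusted p-values of edgeR's quasi-likelihood test at a threshold of 0.05. A change in transcription alone was a change in total mRNA without one in polysome mRNA, transcription + translation was a change in both, and translation alone was a change in translation efficiency without one in total mRNA. In heavy polysomes 14111 genes could be tested in all the comparisons. Of these, 3925 changed in translation alone, 1109 in transcription + translation and 595 in transcription alone. In light polysomes, with 14768 genes, the order was different. Transcription alone held 1053 genes, transcription + translation 706 and translation alone 629. A single test with no true change calls 5% of genes at this threshold, which is 706 of the 14111 genes in heavy polysomes and 738 of the 14768 in light polysomes, although the classes are narrower than a single test. The test of light translation efficiency itself called 833 of 15967 genes, where chance gives 798.
After Benjamini-Hochberg adjustment over all genes tested, edgeR's quasi-likelihood test called 53 of 14992 genes changed in total mRNA, 4414 of 14270 in heavy polysomes and 0 of 15529 in light polysomes. It called 2012 of 15374 genes changed in heavy translation efficiency and 0 of 15967 in light translation efficiency. At an unadjusted p under 0.05 the corresponding counts in the light fraction were 1330 and 833.
Same-numbered cultures deviated in opposite directions in heavy translation efficiency, with a correlation of −0.20 across genes. With the replicate number as a block (replicate block), 3013 genes changed in heavy translation alone and 688 passed the adjusted threshold in heavy translation efficiency. With the numbers crossed between the cell lines, a pairing chosen after the data were seen, the counts were 4853 and 4133. The alternative with the lowest heavy count was also chosen after the data were seen. When the counts of the shNSi heavy and moderate pools were added together for each culture, 275 of 14656 genes changed in translation alone. Adding counts weights the pools by their reads and not by the RNA in each. Among the alternatives set before the data were examined, the light count was highest with the shNSi moderate libraries as the control for shDAP5 light polysomes, at 5453 of 14795 genes, and without a term for each culture it was 58.

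**Figure D1:**
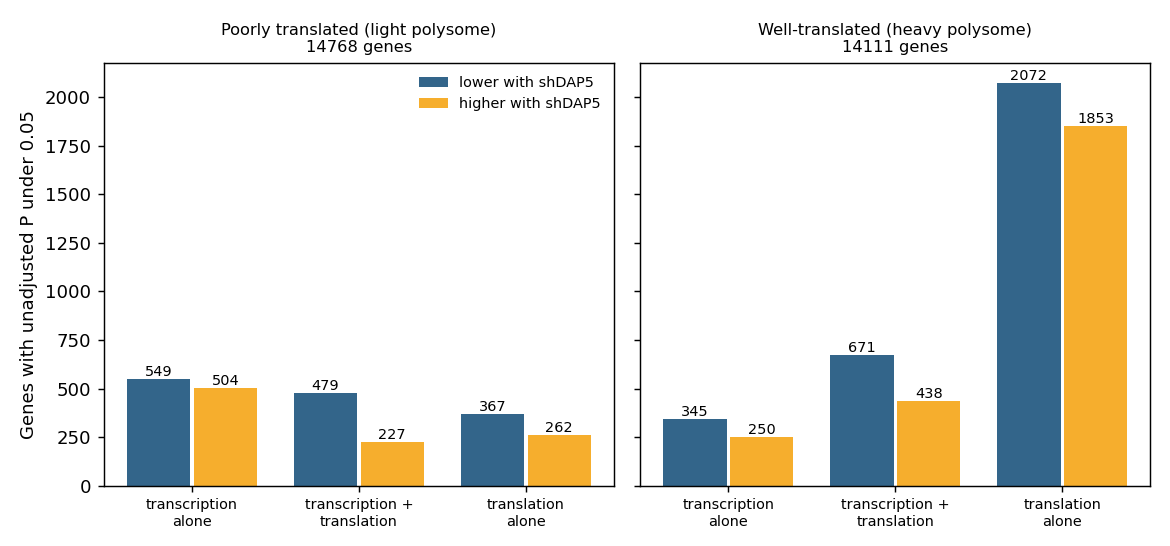
Number of genes in each class of change (vertical axis, genes with an unadjusted P under 0.05) for light polysomes (left) and heavy polysomes (right), with bars for genes lower and higher in shDAP5 than in shNSi cultures. In heavy polysomes, translation alone holds 2072 lower and 1853 higher genes, and in light polysomes 367 lower and 262 higher genes.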

By far the major changes with DAP5 silencing in light and heavy polysomes (poorly and well-translated mRNAs) were in the fraction altered solely in translation (translation efficiency). Approximately 9% of poorly translated mRNAs and 13% of well-translated mRNAs were found to be DAP5-dependent. 

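As a share of the genes tested, changes in translation alone at an unadjusted p under 0.05 made up 27.8% of 14111 genes in heavy polysomes and 4.26% of 14768 genes in light polysomes. Counting only the genes whose translation efficiency was lower in shDAP5 cultures, the shares were 14.7% in heavy polysomes and 2.49% in light polysomes. Lower genes made up 52.8% of the heavy class and 58.3% of the light class. The split moved with the scaling of the libraries. With library size alone in place of TMM, 27.8% of the heavy class was lower, and with DESeq2's size factors 62.7%. When the threshold was set on the adjusted p of edgeR's quasi-likelihood test (Benjamini-Hochberg), 14.1% of genes changed in heavy translation alone, and 63.2% of them were lower. The paper states that the major changes in both fractions were in translation alone, which is compared here by the number of genes in each class.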

Normalization of mRNA in polysomes to total mRNA was used to derive translation efficiency (Table 1). There were strong reductions in translation efficiency shown by distribution plots comparing *P*-values (*P* < 0.05) across log_2_ fold changes (Fig. 1d). 

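The log2 change in heavy translation efficiency had a standard deviation of 0.81 across 15374 genes, a median of 0.09 and a 5th to 95th percentile range from −1.28 to 1.23. It was below −1 for 1655 genes (10.8%) and above 1 for 1473 genes (9.58%). In light translation efficiency the standard deviation across 15967 genes was 0.48, and 1.81% of genes were below −1 and 2.51% above 1. In both shDAP5 cultures together, 4305 genes had a lower heavy translation efficiency than both shNSi cultures and 4950 a higher one, 60.2% of genes, where chance gives 33.3%. At an unadjusted p under 0.05 the edgeR test called 2495 genes lower and 2069 higher in heavy translation efficiency, and after Benjamini-Hochberg adjustment 1266 lower and 746 higher. The split at the unadjusted threshold depended on the scaling, with 2556 lower and 1381 higher with DESeq2, and 1332 lower and 3267 higher with library size without TMM. By the limma test on quantile-normalized values, as in the paper's methods, 2259 of 4346 genes at an unadjusted p under 0.05 were lower, and 408 genes passed the adjusted threshold, 167 of them lower. Across the genes tested, the change in heavy translation efficiency followed the length of the coding sequence (Spearman's rho −0.71 over 12478 genes, which are not independent replicates).

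**Figure D2:**
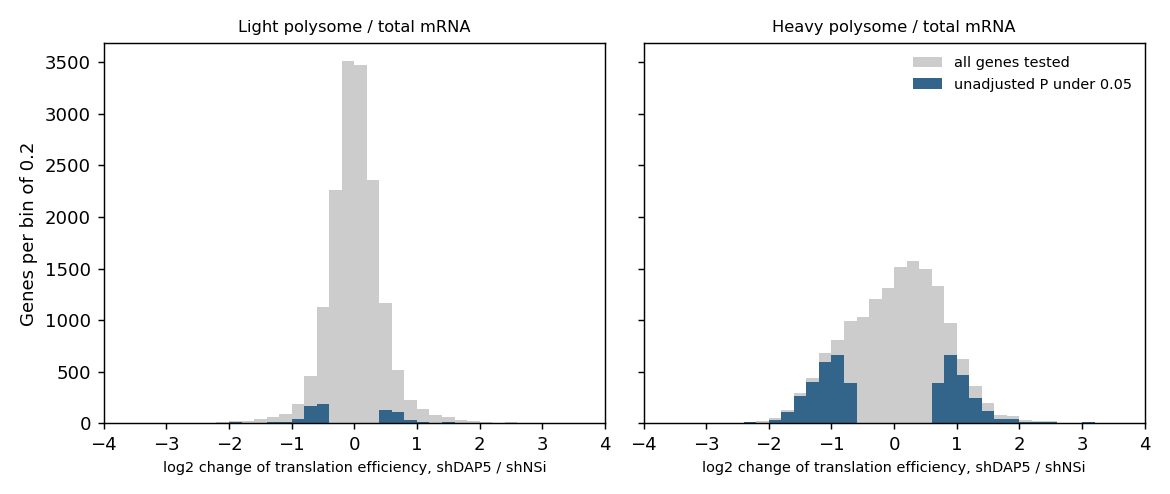
Number of genes (vertical axis, per bin of 0.2) by log2 change of translation efficiency in shDAP5 against shNSi cultures (horizontal axis) for light (left) and heavy (right) polysomes, with all genes tested in grey and genes with an unadjusted P under 0.05 in blue. The heavy distribution is wider, with a standard deviation of 0.81 against 0.48, and has genes past the threshold on both sides.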

The strong reductions in translation efficiency were particularly notable when viewed in heat map distribution plots (Fig. 2a).

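Among genes with an adjusted p under 0.05, a mean of at least 10 CPM over the total mRNA libraries and both shDAP5 cultures beyond both shNSi cultures, the 5 lowest log2 changes in heavy translation efficiency were those of C3 (−2.08), COL4A1 (−2.05), ERAP1 (−1.99), SLC5A3 (−1.98) and PARP14 (−1.97). Each had a standard error between 0.36 and 0.41 and an adjusted p of 0.00570 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. The log2 ratio of heavy polysome to total mRNA of PARP14, on chromosome 3 of GRCh38 from 122680618 to 122730840, was 0.98 ± 0.57 (SD, n = 2) in shNSi cultures and −0.99 ± 0.48 (SD, n = 2) in shDAP5 cultures, while its total mRNA changed by a log2 of 0.08 (adjusted p = 0.940). The total mRNA of C3 differed between cultures so much that a log2 change of −3.54 had a standard error of 2.26, and it reached the mean of 10 CPM through 1 shNSi culture with 76.0 CPM, against 2.20 to 3.85 in the other 3.
The 5 highest changes were those of MESP1 (1.75), NAA38 (1.73), NDUFB11 (1.71), MPG (1.68) and TMEM256 (1.67), with adjusted p-values from 0.00570 to 0.00746 by the same test. The coding sequences of the 5 lowest genes were 2154 to 5403 nucleotides long and those of the 5 highest 339 to 894. With the shNSi moderate libraries as control in place of shNSi heavy, the direction of C3, COL4A1, ERAP1 and PARP14 was reversed. That setting was chosen after the data were seen and compares different pools, so it cannot tell DAP5 silencing from the pool.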

**Fig. 1:**
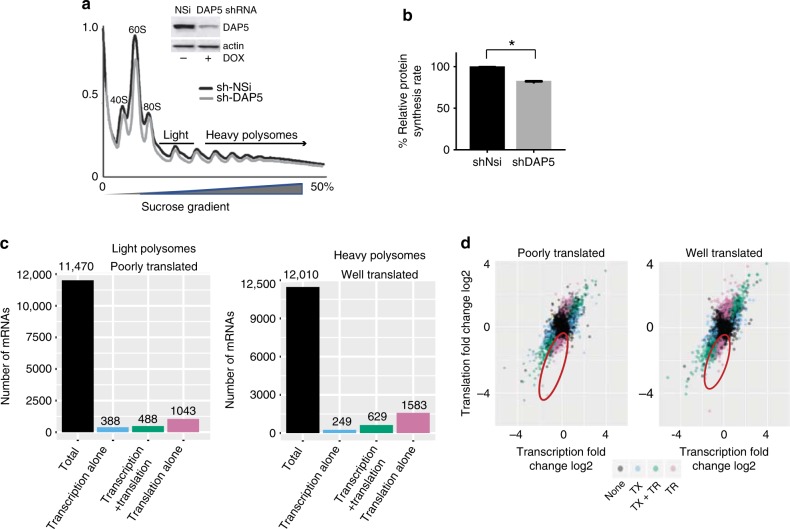
Genome-wide transcriptiomic and translatomic analysis of DAP5 dependence. **a** Ribosome absorbance profiles obtained from sucrose density gradient analysis of MDA-MB-231 cell lysates without and with DAP5 silencing by Dox-inducible TRIPZ RFP shRNA lentivirus vectors. Light (poorly translated) and heavy (well translated) polysomes and ribosome subunits (40S, 60S, and 80S) are indicated. DAP5 silencing MDA-MB-231 cells was confirmed by immunoblot (inset). **b** Relative protein synthesis rates determined by SUnSET assay-Puromycin incorporation. Puromycin incorporation signals were normalized to loading controls, quantified, and expressed as percent relative protein synthesis rates (*n* = 3). For source data and controls see Supplementary Fig. 2. *P < 0.05 by paired *t*-test. **c** Histogram representation of number of mRNAs out of total mRNAs altered in all three treatment conditions for transcription, transcription + translation, or translation alone (translation efficiency). **d** Total mRNA and purified mRNA from poorly and well-translated polysome fractions in (**a**) were subjected to RNAseq analysis. Log2 scatter plots shown for genome-wide transcriptomic and translatomic results of poorly translated and well-translated mRNAs, comparing non-silenced control to DAP5-silenced MB-231 cells. Data were analyzed for altered transcription alone (TX), combined transcription + translation (TX + TR), and translation alone (TR: translation efficiency = TR/TX for each mRNA). Two complete sets of independently performed studies were used to develop transcriptome and translatome data sets for analysis. For source data see Supplementary Data 1

**Table 1:** mRNAs most strongly reduced in polysomes with DAP5 silencing

Functions	Factor	mRNA predicted to have an IRES
Transcription factor involved in differentiation, proliferation, angiogenesis, apoptosis, tumor vascularization, and invasion	ETS1—proto-oncogene 1 transcription factor	NO
Transcription factor critical for normal development and oncogenesis	Fli-1—proto-oncogene, ETS transcription factor	NO
Cell migration/invasion and angiogenesis	OSMR—oncostatin M receptor	NO
Tissue development, cell invasion, and metastasis	LAMC1—laminin subunit gamma 1	NO
Angiogenesis and cell migration	SERPINE2—serpin family E member 2	NO
DNA damage and repair response	TP53 BP1—tumor protein p53-binding protein 1	NO
Cell proliferation, differentiation, survival	MYC-L—proto-oncogene, BHLH transcription factor (L-Myc protein)	NO
Signaling receptors	ITGV—integrin subunit alpha V	NO
	ITGα1—integrin subunit alpha 1	NO
	ITGα3—integrin subunit alpha 3	NO
	ITGα5—integrin subunit alpha 5	NO
Growth factor receptor that induces cell differentiation and proliferation	EGFR—epidermal growth factor receptor	NO
Regulates expression of genes involved in DNA repair	CDK12—cyclin-dependent kinase 12	NO
Breakdown of the extracellular matrix, tissue remodeling, cell migration	MMP1^a^ MMP3^a^ matrix—metalloproteinase 1 and 3	YES
Member of the transcription factor activator protein (AP)-1	JUN^a^	YES

IRES predictors: IRESite and IRESPred. Computational tool to predict the presence of internal ribosome entry site (IRES) in viral and cellular sequences

^a^Transcripts transcriptionally and translationally changing with DAP5 silencing

**Fig. 2:**
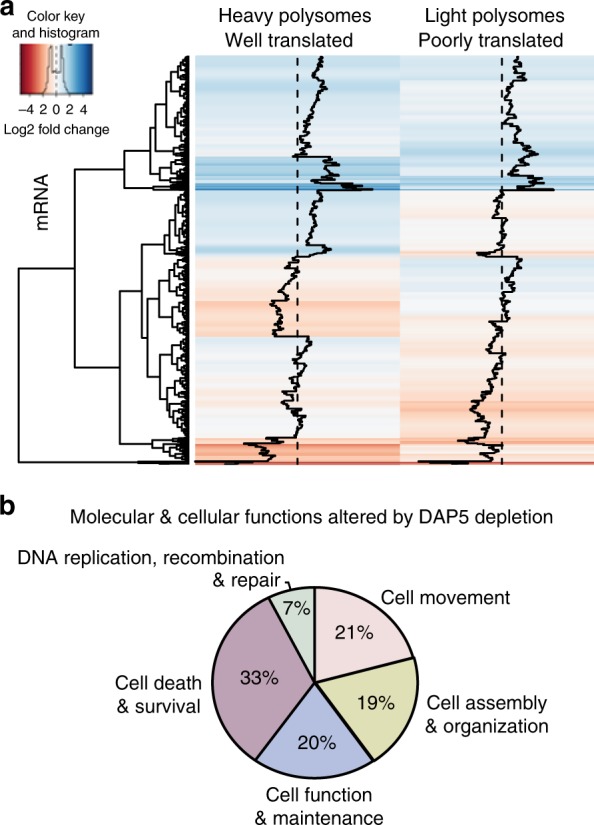
Transcriptomic and translatomic analysis of non-silenced and DAP5-silenced MDA-MB-231 cells. Total mRNA; light polysome, poorly translated mRNA (2–3 ribosome fraction); and heavy polysome, well-translated mRNA (≥4 ribosome fraction) were subjected to RNAseq. Average of two independent complete studies shown. **a** Heat map of RNAseq-mRNAs dependent on DAP5 for well-translated fractions. The black lines indicate the average fold change per gene across the dataset. Polysome mRNAs most strongly reduced with DAP5 silencing can be found in Supplementary Data 1 for source data. **b** Top predicted cellular functions affected with DAP5 silencing determined by Ingenuity Pathway Analysis (IPA)

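All 16 mRNAs of Table 1 could be tested in heavy polysomes. Their median log2 change was −1.88 in heavy polysome mRNA, −0.60 in total mRNA and −1.21 in heavy translation efficiency. As a set they were lower than the other genes in heavy translation efficiency (camera test of limma with an inter-gene correlation of 0.01, two-sided p = 4.35e-08) and in heavy polysome mRNA (p = 2.65e-11). With the replicate number as a block (replicate block) the median in translation efficiency was −1.21, and with the pairing crossed it was −1.21 (camera test at the same inter-gene correlation, p = 1.93e-08 and 4.79e-09). Because the list is the paper's own selection from these libraries, the set test describes the list and is not an independent check of it. Of the 16, 14 were lower in heavy translation efficiency, 11 of them at an adjusted p under 0.05 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment over all genes, and 11 with adjustment over the list alone. In light translation efficiency 5 were lower and 11 higher, and none passed the adjusted threshold. With the shNSi moderate libraries as control in place of shNSi heavy, chosen after the data were seen, the median in heavy translation efficiency was 0.39, and with shNSi heavy and moderate counts summed it was −0.46 (camera test at the same inter-gene correlation, p = 0.00377 for the higher and 1.18e-07 for the lower median).
TP53BP1, a DNA repair gene on chromosome 15 of GRCh38 from 43403061 to 43510728, had 47.2 ± 3.52 CPM (SD, n = 2) in total mRNA of shDAP5 cultures and 45.4 ± 0.464 (SD, n = 2) in shNSi cultures. In heavy polysomes it had 23.7 ± 10.4 (SD, n = 2) and 75.6 ± 26.7 (SD, n = 2). Its translation efficiency changed by a log2 of −1.76 (standard error 0.36, adjusted p = 0.00570 from edgeR's quasi-likelihood test), at rank 126 from the lowest among 15374 genes. CDK12, which the paper lists for the expression of DNA repair genes, lies on chromosome 17 from 39461511 to 39564907. Its translation efficiency changed by −1.30 (standard error 0.36, adjusted p = 0.0174 from the same test) and its total mRNA by −0.19 (adjusted p = 0.820). For CDK12 the adjusted p was 0.0539 with the replicate number as a block. Against the shNSi moderate libraries both mRNAs were higher in translation efficiency, by 0.71 for TP53BP1 and 0.50 for CDK12.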

Ingenuity Pathway Analysis (IPA) was used to develop categorical classifications from the data shown in Figs. 1d and 2a. mRNAs most strongly reduced in translation with DAP5 silencing, independent of their steady-state mRNA abundance, were highly enriched in cell death and survival, cellular assembly and organization, cellular mobility, and DNA repair (Fig. 2b; Table 1). Of particular interest, DAP5-dependent mRNAs were enriched in key pro-oncogenic transcription factor and cell receptor mRNAs that are involved in cell proliferation, angiogenesis, anti-apoptosis, tumor invasion, and other wound-healing and oncogenic activities. 

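The transcription factor mRNAs of Table 1 did not change alike. FLI1, on chromosome 11 of GRCh38 from 128686535 to 128813267, had a log2 change in heavy translation efficiency of −1.99 (standard error 0.70, adjusted p = 0.0493 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). It was at low counts, with 5 counts in each shDAP5 heavy library and 17 and 185 in the shNSi heavy libraries, and 8 and 12 in total mRNA of shDAP5 cultures against 11 and 101 in shNSi cultures. With the replicate number as a block its adjusted p was 0.0853, and with DESeq2 it was 0.109. The mRNA of JUN, which Table 1 marks as changing in both transcription and translation, changed by a log2 of 0.09 in total mRNA (adjusted p = 0.942) and 0.25 in heavy polysomes (adjusted p = 0.623 from the same test), both within the spread between cultures. Its log2 ratio of heavy polysome to total mRNA was 0.01 ± 0.55 (SD, n = 2) in shNSi cultures and 0.12 ± 0.05 (SD, n = 2) in shDAP5 cultures.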

Among mRNAs found to be highly DAP5-dependent for their translation were those encoding transcription factor ETS1 and some of its downstream mRNA targets, including those encoding laminin subunit gamma 1 (LAMC1), matrix metalloproteinases (MMP1 and 3), serpin family E member 2 (SERPINE2), and a number of pro-oncogenic integrin subunit proteins. 

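The log2 ratio of heavy polysome to total mRNA of ETS1, on chromosome 11 of GRCh38 from 128458761 to 128587558, was 0.95 ± 0.10 (SD, n = 2) in shNSi cultures and 0.35 ± 0.32 (SD, n = 2) in shDAP5 cultures. The difference of −0.60 did not pass the adjusted threshold (standard error 0.35, adjusted p = 0.251 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Its mRNA in heavy polysomes, without division by total mRNA, changed by −1.31 (adjusted p = 0.00368, but 0.0506 with library size without TMM and 0.0655 with limma on quantile-normalized values). LAMC1, on chromosome 1 from 183023460 to 183145592, changed in translation efficiency by −1.57 (standard error 0.37, adjusted p = 0.00824). SERPINE2 changed by −0.63 in translation efficiency (adjusted p = 0.199) and by −1.35 in heavy polysomes (adjusted p = 0.000907).
MMP1 and MMP3 lie close together on chromosome 11, from 102789920 to 102798160 and from 102835801 to 102843803. In total mRNA MMP1 fell from 217 ± 123 CPM (SD, n = 2) in shNSi cultures to 17.7 ± 2.09 (SD, n = 2) in shDAP5 cultures, a log2 fold change of −3.61 (standard error 0.44, adjusted p = 0.0584 from the same test). With the replicate block it was −3.50 and passed the adjusted threshold (adjusted p = 1.09e-26 from the same test). The block leaves each gene little spread of its own, so this p-value rests mainly on the spread across genes. The deviations of same-numbered cultures had a correlation of −0.10 across genes in total mRNA, which gives no ground for the pairing. MMP1 also passed with limma on quantile-normalized values (adjusted p = 0.0279), but not in one fit of all 14 libraries (adjusted p = 0.168). MMP3 had 10 to 19 counts in total mRNA of shDAP5 cultures against 90 to 267 in shNSi cultures, a log2 fold change of −3.63 (adjusted p = 0.0412). Across the alternatives its log2 fold change in total mRNA ran from −3.66 to −2.20. The adjusted p, by the test of each tool, ran from 7.90e-15 to 0.259, so the call depended on the setting. The change in translation efficiency was smaller, −1.22 for MMP1 (standard error 0.35, adjusted p = 0.0189) and −0.80 for MMP3 (standard error 0.50, adjusted p = 0.290). The paper marks both as changing in transcription and in translation.
Of the integrin subunits in Table 1, translation efficiency changed by −1.95 for ITGAV, −1.58 for ITGA1, −1.16 for ITGA3 and −1.14 for ITGA5, with adjusted p-values of 0.0396, 0.00824, 0.0394 and 0.0239 by the same test. The shDAP5 cultures of ITGAV lay at 0.57 and −1.45, a wider spread than for the others. With the replicate number as a block, ITGA3 and ITGA5 no longer passed the adjusted threshold. Across the 16 integrin subunit genes tested, the median change was −1.10 (camera test of limma with an inter-gene correlation of 0.01, two-sided p = 2.42e-05, and 5.39e-06 with the replicate block), and with 3 alternatives chosen after the data were seen it was nearer 0. These were libraries corrected for coding sequence length, with −0.32, the same with the replicate block, with −0.34, and shNSi heavy and moderate counts summed, with −0.32 (camera test at the same inter-gene correlation, p = 0.0538, 0.0363 and 0.000114). With the shNSi moderate libraries as heavy control, also chosen after the data were seen, the median was 0.52 (camera test at the same inter-gene correlation, p = 0.00152). With the shNSi moderate libraries as control, ETS1, LAMC1, MMP1, MMP3 and the 4 integrin subunits all changed direction. The shNSi moderate libraries themselves differed from shNSi heavy by a median of −1.85 for integrin subunits. These reversals therefore cannot tell DAP5 silencing from the difference between pools.

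**Figure D3:**
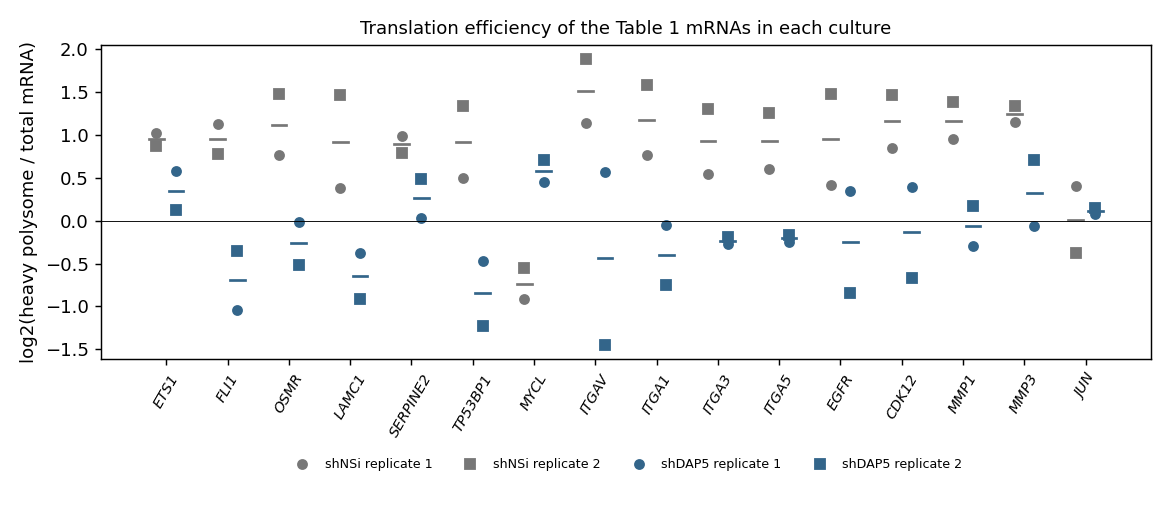
Log2 ratio of heavy polysome to total mRNA (vertical axis) of each Table 1 gene in each culture, with shNSi in grey and shDAP5 in blue, replicate 1 as circles and replicate 2 as squares, and a line at the mean of the 2 cultures. For LAMC1 the shNSi cultures lie at 0.38 and 1.47 and the shDAP5 cultures at −0.38 and −0.91, whereas for JUN the cultures overlap.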

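MYCL, the gene of the MYC-L transcription factor, lies on chromosome 1 of GRCh38 from 39895426 to 39902256 and was at low counts, with 25 and 28 counts in the shDAP5 heavy libraries, 11 and 12 in the shNSi heavy libraries and 17 to 27 in total mRNA. Its log2 change in heavy translation efficiency was 1.44 (standard error 0.68, adjusted p = 0.146 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), higher in both shDAP5 cultures than in both shNSi cultures. In total mRNA it changed by −0.43 (adjusted p = 0.818). OSMR, on chromosome 5 from 38845858 to 38945596, changed in translation efficiency by −1.39 (standard error 0.35, adjusted p = 0.00993 from the same test) and in total mRNA by −0.41 (adjusted p = 0.389). EGFR, on chromosome 7 from 55019021 to 55211628, changed in translation efficiency by −1.20 (standard error 0.40, adjusted p = 0.0460), with shNSi cultures at 0.42 and 1.48 and shDAP5 cultures at 0.34 and −0.84, so that the nearest cultures differed by less than the spread within either group. With the replicate number as a block the adjusted p of EGFR was 0.0823. Against the shNSi moderate libraries, OSMR and EGFR were higher, by log2 changes of 0.35 and 0.42.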

Similar autologous transcription-translation expression loops were identified for the pro-oncogenic MYC-L transcription factor mRNA, and mRNAs for cell receptors such as oncostatin M (OSMR), and the epidermal growth factor receptor (EGFR), among others (Table 1 and Supplementary Data 1). Of the mRNAs dependent on DAP5 for translation, few have been shown to utilize, or are predicted to utilize IRES-mediated translation initiation.

### DAP5 binds directly and strongly with eIF3d

Biochemical studies have shown that DAP5 interacts with eIF4A, eIF3, the MNK (eIF4E) kinases, and eIF2β^10,11,16^. We therefore sought to identify novel interacting proteins of DAP5 using stringent immunoprecipitation (IP) followed by liquid chromatography-mass spectrometry (LC-MS) analysis, comparing the interacting partners and strength of interaction with DAP5, eIF4GI, and eIF4GII. Proteins were N-terminally tagged using hemagglutinin (HA) and expressed to the nearest-normal endogenous levels in MDA-MB-231 cells, along with empty vector controls. Protein quantitation was performed using the ratios of peptide spectral matches (PSMs) affinity purification (AP) over the PSMs in the control. In addition, the data were analyzed using the SAINT algorithm^20^ (Supplementary Data 2). DAP5, eIF4GI, and eIF4GII all interacted with eIF4A1, whereas DAP5 did not interact with eIF4E or PABP, as expected (Fig. 3a, b). The proteins characterized as specific interactors were subjected to analysis by STRING with eIF4GI and DAP5, or exclusively with DAP5 (Fig. 3c; Supplementary Data 2). STRING analysis of eIF4GI and eIF4GII are also shown (Supplementary Fig. 3).

**Fig. 3:**
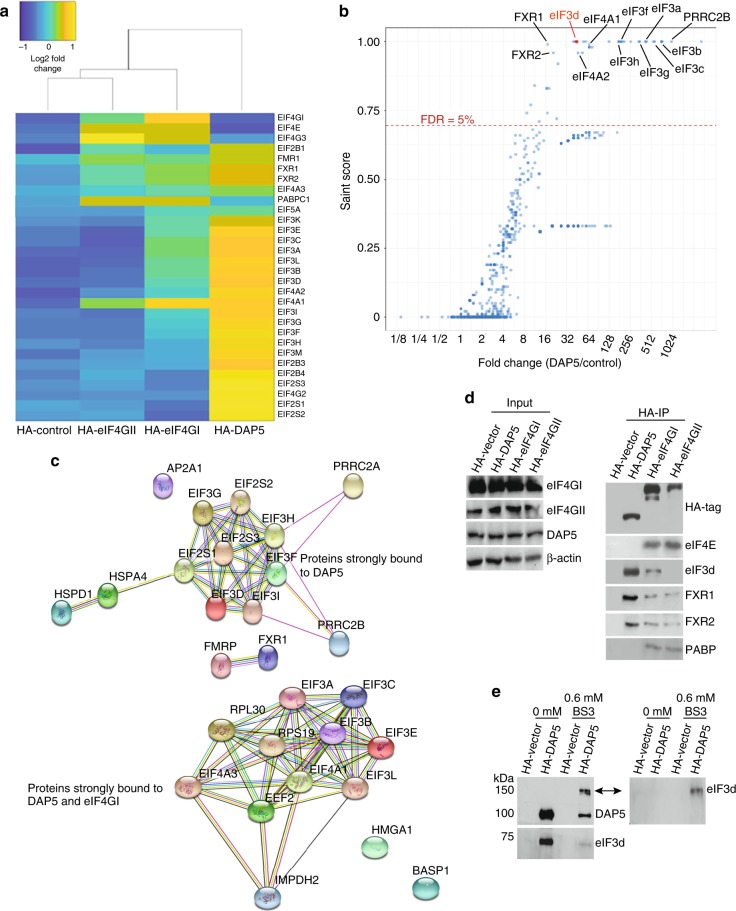
Proteomic analysis of the eIF4G family. **a** Heat map of top-ranked interacting proteins with DAP5, and/or eIF4GI, eIF4GII, and HA-control (HA protein alone). Cluster analysis carried out based on the intensity and coverage of proteins by mass spectrometry (LC-MS). Yellow and blue, respectively, represent strongest and weakest binding proteins to eIF4GI, eIF4GII, and/or DAP5 (*n* = 3). **b** eIF3d identified as one of the strongest DAP5-binding partners. SAINT score was plotted against the ratio of spectral counts in the DAP5 immunoprecipitation (IP) over control (HA-IP). Five percent FDR cutoff shown. Protein identification results are labeled for the MS analysis of affinity purification (*n* = 3) for DAP5 using the SAINT algorithm. **c** Data analysis using SAINT algorithm of the top-ranked protein interactions (SAINT score > 0.7): (top) proteins interacting exclusively with DAP5; and (bottom) proteins interacting in common with DAP5 and eIF4GI. See Supplementary Data Fig. 3 for STRING analysis of eIF4GI, eIF4GII-interacting proteins, and Supplementary Data 2 for source data. **d** IP and immunoblot analysis validation of HA-DAP5-, HA-eIF4GI-, and HA-eIF4GII-interacting proteins. **e** In vivo crosslinking with bis(sulfosuccinimidyl) BS3 before cell lysis and IP of HA-DAP5. Immunoblot analysis confirms crosslinking of DAP5 and eIF3d by appearance of band in SDS-denaturing gel at higher molecular weight > 150 kDa (arrows), identified by anti-DAP5 and anti-eIF3d antibodies only from cells treated with BS3. Membrane was first immunoblotted with anti-DAP5, then stripped and re-probed for anti-eIF3d

In addition to expected interaction with known binding partners, including some eIF3 proteins, eIF4GI, DAP5, and eIF4GII interacted to varying extents with fragile-X FXR1 and FXR2 proteins, whose potential translation functions are only poorly understood (Fig. 3a–c; Supplementary Fig. 3). FXR1 was previously shown to complex with AGO2, miRs, and DAP5 in quiescent cells^21^. Collectively, these data demonstrate that only a relatively small number of translationally relevant interacting proteins are found in common among all three eIF4G family members. A total of 33 proteins involved in protein synthesis were found to interact in common between eIF4GI and DAP5, whereas eIF4GI and DAP5 each uniquely interacted with more proteins than they had in common (Supplementary Fig. 4).

Several proteins strongly and exclusively interacted with DAP5, or only very weakly with eIF4GI or eIF4GII (Fig. 3a, b, d; Supplementary Data 2). One of the strongest DAP5-interacting proteins was eIF3d. eIF3d was of particular interest because it was shown to have cap-binding activity but has only been shown to date for translation of transcription factor *c-Jun* mRNA^22,23^. IP analysis confirmed the lack of interaction between DAP5 and eIF4E/PABP, but strong interaction with eIF3d (and FXR1/2, FMR1) compared to weak binding of eIF3d to eIF4GI, and only very weak binding to eIF4GII. These data suggest that eIF3d interaction with eIF4GI and II is likely indirect via other eIF3 proteins, but direct with DAP5 (Fig. 3d). A direct interaction between DAP5 and eIF3d was confirmed using live cell high-specificity bifunctional chemical crosslinking with bis(sulfosuccinimidyl) suberate (BS3), followed by IP and immunoblot analysis (Fig. 3e). eIF3d was retained in an electrophoretically stable and larger complex with DAP5 despite denaturation conditions. eIF3d is therefore a direct protein-binding partner of DAP5.

### DAP5-eIF3d drives cap-dependent mRNA translation

We therefore asked whether DAP5 is converted from a specialized translation factor for a small number of IRES-containing mRNAs into a widely used alternate cap-dependent translation initiator through direct binding to eIF3d. We performed in vitro translation using human 293T cell extracts programmed with capped and polyadenylated mRNAs encoding c-JUN, ACTB, MMP1, and cyclin-dependent kinase 12 (CDK12), which were found to require DAP5 in our genome-wide translatomic studies (Fig. 4a, b; Table 1). 48S mRNA-ribosome complexes were isolated by sucrose density gradient centrifugation. As reported^23^, none of the eIF4F factors (eIF4E, eIF4GI, and eIF4A1) were found in 48S complexes isolated with the *c-Jun* mRNA (Fig. 4c). However, DAP5 was detected in the 48S complex of DAP5-dependent mRNAs, including *c-Jun*, suggesting that the interaction of eIF3d-DAP5 is important for translation of these mRNAs. For ACTB, a canonical eIF4E-dependent mRNA, the eIF4F complex was detected, but without DAP5. These results indicate that DAP5 binds directly to eIF3d to facilitate selective translation independent of the eIF4F complex.

**Fig. 4:**
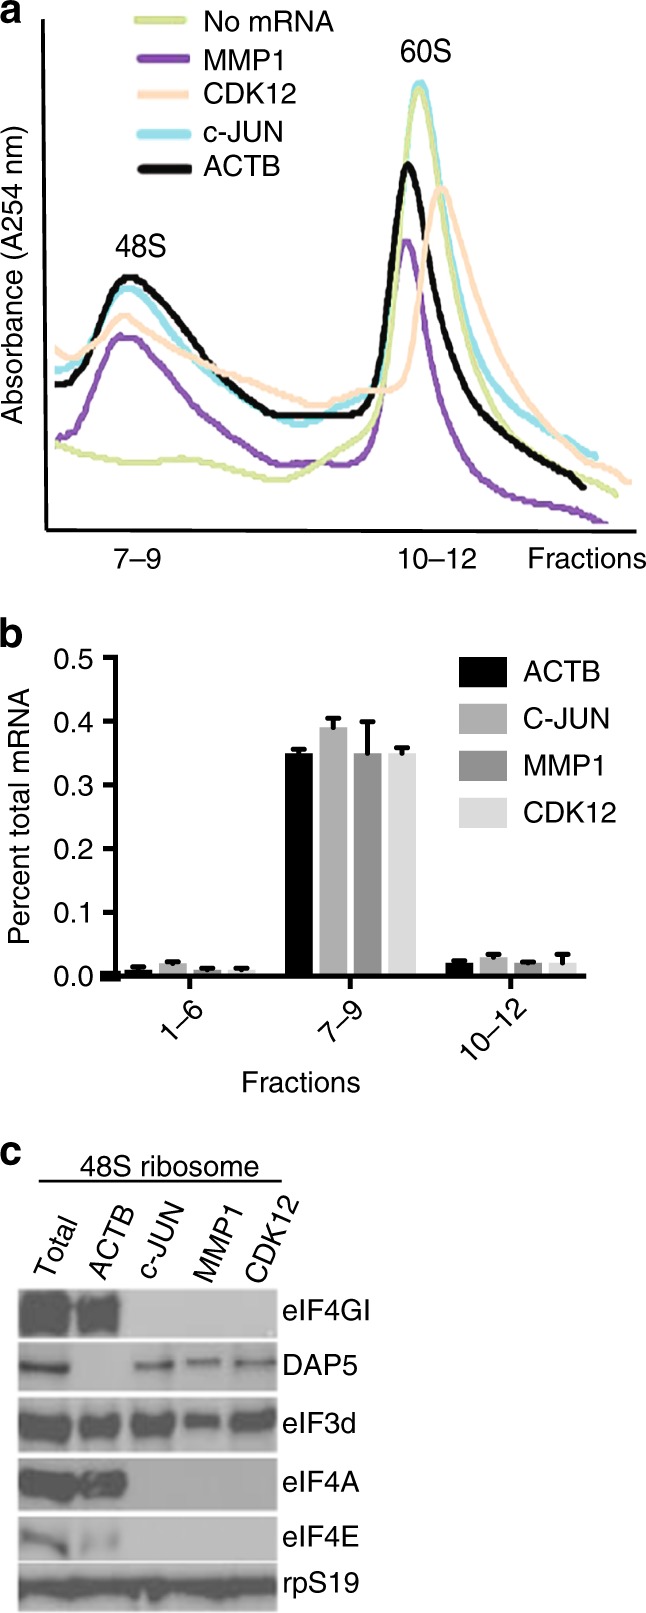
DAP5 interacts with eIF3d to drive selective translation independently of eIF4E and eIF4GI. **a** Distribution of mRNAs encoding c-JUN, ACTB, MMP1, and CDK12 in 48S ribosome-mRNA complexes in 293T cell in vitro mRNA programmed translation extracts (see Supplementary Fig. 5 flow chart for methodology). In vitro translation extracts lacking endogenous mRNAs were programmed with in vitro-synthesized capped and polyadenylated mRNAs. 48S and 60S ribosome subunit distribution profiles from in vitro translation extracts were plotted by relative absorbance at 254 nm against elution fractions. Non-programmed extracts served as controls. **b** Quantitative RT–PCR analysis of the in vitro translation fractions shown in (**a**) expressed as relative mRNA abundance as a fraction of total recovered mRNA. **c** Immunoblot analysis of initiation factors in isolated 48S ribosome-mRNA translation complexes fractionated by sucrose gradients formed with mRNAs encoding c-JUN, ACTB, MMP1, or CDK12. Total protein is a control from non-programmed 293T cell in vitro translation extracts. Ribosomal protein S19 (rpS19) is a loading control (*n* = 3)

To determine whether DAP5 and eIF3d are both necessary for the translation of DAP5- and eIF3d-dependent mRNAs, we silenced DAP5, eIF3d, or eIF4GI, individually and in combination (Fig. 5a). Cells were also engineered to inducibly overexpress 4E-BP1 to sequester eIF4E. In some cases cells were first silenced for 24 h with siRNAs then Dox-induced for 4E-BP1 overexpression. Overexpression of 4E-BP1 was found to abolish eIF4E-eIF4GI interaction and therefore eIF4F complex formation (Fig. 5b). Silencing eIF3d alone or DAP5 alone reduced levels of c-JUN by three- to fourfold, whereas co-silencing both DAP5 and eIF3d almost abolished protein levels of *c-Jun* (Fig. 5a). Silencing eF4GI had no effect on *c-Jun* protein levels. The protein levels of MMP1 and CDK12 were reduced by half with silencing eIF3d or DAP5, but almost abolished by co-silencing DAP5 and eIF3d. While silencing eIF4GI slightly reduced MMP1 and CDK12 levels, it should be noted that silencing eIF4GI also reduces DAP5 and eIF3d levels, which likely accounts for effects of eIF4GI silencing on DAP5 target mRNAs.

**Fig. 5:**
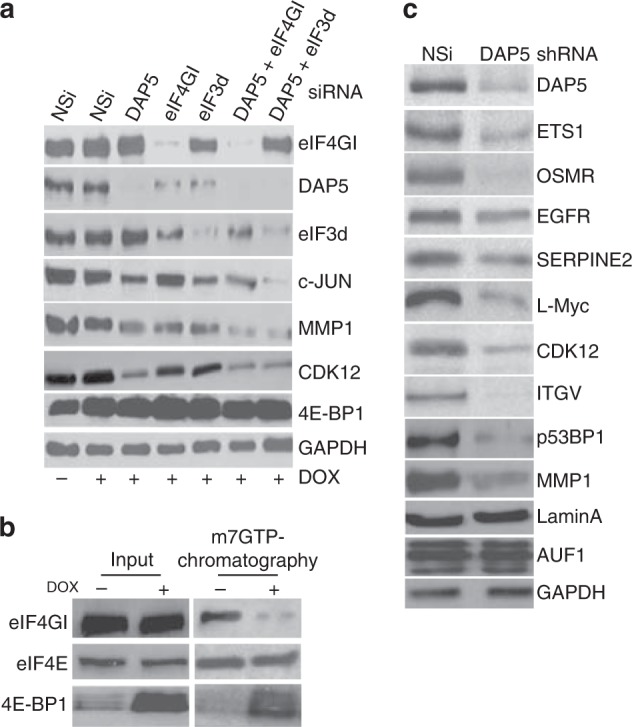
DAP5 and eIF3d are both required for translation of DAP5-dependent mRNAs. **a** Overexpression of 4E-BP1 by stable cDNA transformation in MDA-MB-231 cells silenced with siRNAs: non-silencing (NSi), DAP5, eIF4GI, eIF3d, DAP5 + eIF4GI, and DAP5 + eIF3d. **b** Cap chromatography of cell lysates with or without 4E-BP1 cDNA overexpression. Representative immunoblots show almost total sequestration of eIF4E by overexpressed 4E-BP1. **c** Representative immunoblots of MDA-MB-231 cells silenced with NSi or DAP5 siRNAs as in (**a**) probed for proteins whose mRNAs were found to be reduced in polyribosomes by DAP5 silencing (Table 1). Lamin A, AUF1, and GAPDH served as DAP5-independent controls. Results are representative of three independent experiments

We also tested the effect of silencing DAP5 on the translation of other DAP5-dependent mRNAs identified by translatomic analysis. Immunoblot studies confirmed that protein levels of DAP5-dependent mRNAs are partially or completely inhibited by DAP5 silencing (Fig. 5c; Table 1; Supplementary Data 1). Of the DAP5-dependent mRNAs identified in our genome-wide studies, ETS1, OSMR, L-Myc, ITGV, p53-BP1, and MMP1 were strongly reduced with DAP5 silencing, whereas EFGFR and SERPINE2 were moderately downregulated. We also determined levels of proteins whose mRNAs were found not to be DAP5-dependent, including Lamin A, AUF1, and GAPDH (Fig. 5d). None of these protein levels were altered with DAP5 silencing, even for short-lived mRNAs such as AUF1.

## Discussion

Our results indicate that a surprising number of capped mRNAs require DAP5 for their translation, and do not contain IRES elements. DAP5 mRNA targets are particularly enriched in those encoding proteins implicated in cell survival, motility, and DNA repair. All of the DAP5-dependent mRNAs use, to varying extents, the interaction between DAP5 and eIF3d for their translation initiation. The mechanistic details by which DAP5-eIF3d and eIF4E-eIF4GI mRNA selectivity are determined are not yet understood. It is likely that certain mRNAs can use either eIF4E-eIF4GI or DAP5-eIF3d, possibly dependent on physiological context such as stress that inhibits mTOR and sequesters eIF4E. It is also likely the certain mRNAs can use both eIF4GI/eIF4E complexes and DAP5/eIF3d complexes equally well under the same physiological conditions. In this regard, ribosome profiling rather than polysome profiling might increase the list of mRNAs under DAP5-eIF3d control and inform the impact on upstream open reading frame (ORF) usage between DAP5/eIF3d-mediated and eIF4GI/eIF4E-mediated translation initiation. We also suspect that the use of different pathways of translation initiation, including the canonical eIF4E-eIF4GI cap-dependent translation, as well as IRES-dependent translation, are likely dependent on cell type and tissue specificity, which deserves further investigation.

Translation initiation is a well-established and critical regulatory point in gene expression. It has also emerged more recently as a remarkably plastic response to a variety of physiological changes by altering the type of translation initiation mechanism used, thereby dynamically reprogramming the types of mRNAs that are translated in response, for example, to stress, drug resistance, and transformation^3,24,25^. Understanding these different mechanisms is paramount, as they fundamentally underlie the manifestation of diseases as widely represented as cancer and autoimmunity. Our identification of the DAP5-eIF3d complex as an additional and widely used mechanism for cap-dependent translation of mRNAs, accounts for a dark matter area of protein synthesis: the mechanism by which many mRNAs translate during physiological conditions of mTOR inhibition and eIF4E depletion.

## Methods

### Uncropped immunoblot image data

See Supplementary Fig. 6 for uncropped images of key immunoblot data presented in this study.

### Cell culture and transfection

Metastatic variant of MDA-MB-231 (ER−) and 293T were obtained from American Type Culture Collection, authenticated by short tandem repeat profiling and routinely checked for mycoplasma contamination. Cells were propagated in Dulbecco’s modified Eagle medium (Invitrogen, Houston, TX) supplemented with 10% fetal bovine serum (Invitrogen) at 37 °C in 5% CO_2_. Cells were transfected with plasmids using Lipofectamine 2000 (Invitrogen) as described by the manufacturer.

### Plasmids

pcDNA4 T7 c-JUN and pcDNA4 T7ACTB plasmids used for in vitro transcription were provided by Dr. Amy Lee (Brandeis University, Waltham, MA)^22,23^. The c-JUN template was constructed by amplifying the ORF and 3′ untranslated region from human cDNA and joined together downstream of a T7 promoter by Gibson assembly into pcDNA4. After added the T7 promoter to ACTB by PCR amplification the fragment was inserted into pcDNA4.

CDK12 and MMP1 templates were generated by PCR amplification and addition of a T7 RNA polymerase promoter with high-fidelity DNA polymerase (NEB#M0491). 

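The printed primers for these templates were matched to the transcripts of GENCODE v29. The CDK12 forward primer ATGCCCAATTCAGAGAGA begins at nucleotide 34 of a transcript of 8336 nucleotides, the first base of the coding sequence, and lies in exon 1 of 14 on chromosome 17 of GRCh38 from 39462072 to 39462089. The reverse primer AGTAAGGAACTCCTCTC ends at nucleotide 4504, where the last coding base before the stop codon is 4503, in exon 14 of 14. The MMP1 forward primer ATGCACAGCTTTCCTCC begins at nucleotide 69 of a transcript of 1970 nucleotides, the first coding base, and the reverse primer AATTTTTCCTGCAGTTGAACC ends at nucleotide 1476, where the last coding base before the stop codon is 1475. Both pairs of matches therefore enclose the coding sequence without the complete stop codon, and no untranslated region on either side.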

The design primers containing the T7 promoter followed by sequences of interest are:

5′-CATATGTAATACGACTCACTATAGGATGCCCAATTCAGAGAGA-3′ and

5′-CGCGGCCGCAGTAAGGAACTCCTCTC-3′ for CDK12, and

5′-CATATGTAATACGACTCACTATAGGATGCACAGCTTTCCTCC-3′ and

5′-GGCGGCCGCAATTTTTCCTGCAGTTGAACC-3′ for MMP1.

Prior to its use as a template for in vitro transcription, the PCR products were analyzed by agarose-gel electrophoresis and purify by PCR Cleanup Kit (NEB#T1030).

### pTripz construct expression and siRNAs

shRNA cassettes were cloned into 5′-*Xho*I and 3′-*Eco*RI sites of tetracycline-inducible lentiviral pTRIPZ vector driving the expression of a TurboRFP fluorescent reporter (GE Dharmacon technology). The shRNA cassette sequences were as follows:

eIF4G2 (5′-TACCTCTAGTAATGGGCTTTA-3′), and non-silencing sequence control, Nsi (5′-AATTCTCCGAACGTGTCACGT-3′).

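The EIF4G2 target sequence TACCTCTAGTAATGGGCTTTA of 21 nucleotides was matched to the transcripts of GENCODE v29. It lies on chromosome 11 of GRCh38 from 10797316 to 10797336, on the minus strand, in exon 22 of 22 of EIF4G2. It is in the 3′ untranslated region, 480 nucleotides from its start, and matched 5 transcripts of 1 gene over its whole length. The transcript around it reads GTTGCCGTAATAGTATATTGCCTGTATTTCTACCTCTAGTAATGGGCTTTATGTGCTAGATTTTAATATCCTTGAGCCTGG. The non-silencing sequence AATTCTCCGAACGTGTCACGT matched 0 transcripts.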

Stable cells lines were generated using puromycin selection, Dox 1–2 µg/ml, and sorted by red fluorescent protein expression.

A siRNA targeting human *EIF4GI*, *EIF4G2*, and *EIF3D* genes and an unrelated siRNA as a control (control siRNA) were purchased from Ambion. Target sequences were:

5′-GGCAUACUAAAUAAGCUUATT-3′(siEIF4G2),

5′-CAUUCGUCGCUGAAACAGAATT-3′ (EIF4GI), and

5′-GAACCUCCGCAGAGACAAATT-3′ (EIF3D)

MDA-MB-231 Dox-inducible 4E-BP1 cells were transiently transfected with the lowest effective concentration of siRNA derived from titration analysis, which was 25 nM of siRNA target gene or siRNA control using TransIT-SiQUEST (Mirus Bio LLC) according to the manufacturer’s instructions. After 24 h of siRNA transfection, Dox (1 µg/ml) was added to the cells for 48 h to overexpress 4E-BP1. The pTRIPZ plasmid was modified to insert the cDNA for 4E-BP1 under the Dox-inducible promoter using *Age*I and *Mlu*I restriction sites.

### Puromycin incorporation (SUnSET) assay

Puromycin (10 μg/ml) was added to MDA-MB-231 cells expressing Dox-inducible shRNAs targeting DAP5 (MDA-MB-231-shDAP5) or control (MDA-MB-231-shNSi) and incubated for 10 min. Cells treated with cycloheximide (CHX; 100 μg/ml) were positive controls; cells that were not exposed to puromycin were negative controls. Cells were lysed and subjected to immunoblot analysis. Puromycin incorporation in neo-synthesized proteins (a measure of the rate of mRNA translation in vitro) was assessed with an anti-puromycin antibody (12D10 monoclonal antibody). The integrated density of positive bands was quantified using ImageJ software.

### Immunoprecipitation

MDA-MB-231 cells were transiently transfected with pcDNA3-HA-DAP5, pcDNA3-HA-eIF4GI, pcDNA3-HA-eIF4GII, or empty vector control. Cells were lysed in mild buffer (50 mM TrisHCl (pH 7.5), 150 mM NaCl, 0.5% NP-40, and complete protease inhibitor cocktail without dithiothreitol (DTT). Benzonase (25 U/ml) and RNase A (100 µg/ml) (EMD, Gibbstown, NJ) were added in the buffer. Proteins were eluted from beads with HA-peptide (Sigma). Eluates were submitted to the Proteomic Facility at NYU.

### Mass spectrometry sample preparation and data analysis

Samples from immunoprecipitates were reduced, alkylated, and loaded onto SDS-polyacrylamide gel electrophoresis gels to remove LC-MS incompatible reagents. Gel plugs were excised, destained, and subjected to proteolytic digestion with trypsin and resulting peptides extracted and desalted, as previously described^26^. Aliquots of the peptides were analyzed with LC-MS using a 60 min gradient on an EASY nLC 1000 coupled to a ThermoFisher Scientific Orbitrap Elite Hybrid Ion Trap Mass Spectrometer. The data were searched against a UniProt human database using Sequest within Proteome Discoverer. The results were filtered to only include proteins identified by at least two peptides. Protein quantitation was preformed using the ratios of PSMs in DAP5, eIF4GI, and eIF4GII AP over the PSMs in the control AP. In addition, the data were analyzed using the SAINT algorithm^27^, including experiments 52–54 from the crapome.org database^28^ as additional controls.

### Polysome-associated mRNA isolation and RNAseq

Polysome isolation was performed by separation of ribosome-bound mRNAs via sucrose gradient. Briefly, Beckman Ultra-Clear centrifuge tubes were loaded with 5.5 ml of 50% and 15% sucrose respectively in low-salt buffer [200 mM Tris (pH 7.4) in DEPC H2O, 100 mM NaCl, and 30 mM MgCl2] with 1:1000 RNasin (Fermentas) and 100 μg/ml CHX in ethanol and incubated at 4 °C horizontally overnight. MDA-MB-231 cells expressing Dox-inducible shRNAs targeting DAP5 (MDA-MB-231-shDAP5) or control (MDA-MB-231-shNSi) were pre-treated with 100 μg/ml CHX (Calbiochem), washed twice in phosphate-buffered saline (PBS) with 100 μg/ml CHX, pelleted, and resuspended in 700 μl of polysome isolation buffer (200 mM Tris (pH 7.5), 100 mM NaCl, and 30 mM MgCl_2_) with 1:1000 RNasin (Fermentas) and 100 μg/ml CHX in ethanol. After 5 min of incubation, 250 μl of detergent buffer (1.2% Triton, and 0.2 M sucrose in polysome isolation buffer) was added^18,29^, cells lysed, clarified lysates then layered onto 10–50% sucrose gradients (Sigma-Aldrich) and sedimented at 36 000 rpm for 2 h in a SW40 rotor (Beckman Coulter) at 4 °C. Gradients were collected in 15 × 750 μl fractions by pumping 60% sucrose into the bottom of the gradient and collecting from the top using an ISCO fraction collector while simultaneously monitoring absorbance at 254 nm. RNA was isolated by extraction using RNeasy Mini Kit (Qiagen) as per the manufacturer’s instructions. Fractions 4–12, representing well-translated polysomes were pooled and classified as light (poorly translated) polysome fractions (2–3 ribosomes) and well-translated heavy polysome fractions (≥4 ribosomes). RNA quality and amount were determined by the Agilent Technologies kit and Nanodrop. RNAseq was carried out by the NYU School of Medicine Genome Technology Core using the Illumina Hi-Seq 2500 Single Read. To quantify translational efficiency, the difference in log_2_ intensity between matched polysomal mRNA and total mRNA was determined. To examine differences in transcription and translation, total mRNA and polysome mRNAs quantile normalized independently. Statistical analysis was performed using the limma R package^30^. Gene enrichment analysis was performed using IPA software (QIAGEN Inc., https://www.qiagenbioinformatics.com/products/ingenuitypathway-analysis).

### BS3 crosslinking

Cells were harvested, washed with PBS, and incubated with 0.6 mM of BS3 (bis[sulfosuccinimidyl] suberate) for 30 min at room temperature. The reaction was quenched by adding 1 M Tris to a final concentration of 20 mM and incubated for 15 min at room temperature before the samples were lysed and immunoprecipitated (see above).

### Immunoblot antibodies

Immunoblot studies were performed using the following antibodies at 1:1000 dilution: anti-DAP5 (BD Biosciences 610742); anti-eIF3d (Bethyl A301-758A); anti-eIF4A1 (Cell Signaling 2490); anti-eIF4G1 (Cell Signaling 2858); anti-rpS19 (Bethyl A304-002A); anti-eIF4E (Bethyl A301-154A); anti-HA epitope tag (Abcam 18181); anti-c-Jun (Cell Signaling 9165); anti-CDK12 (Cell Signaling 11973); anti-MMP1 (Abcam 137332); anti-GAPDH (Cell Signaling 2118S); anti-4E-BP1 (Cell Signaling 9644); anti-Lumin A (Abcam 226189); anti-AUF1 (EMD Millipore 07260); anti FXR1 (Cell Signaling 12295); anti FXR2 (Cell Signaling 7098); and anti-PABP (Cell Signaling 4992). The following antibodies were used at 1:500 dilution: anti-ETS1 (Abcam 26096); anti-OSMR (Abcam 210771); anti-EGFR (Cell Signaling 4257); anti-SERPINE2 (Abcam 75348); anti-ITGV (Abcam 124968); and anti-p53-BP1 (Abcam 21083).

### In vitro transcription

RNAs were generated by in vitro transcription with T7 RNA polymerase (NEB), performed in the presence of 7-methylguanosine cap structure (NEB M0276), using linearized plasmid or PCR products as the template, and polyadenylated using polyA polymerase (NEB M2080S). RNAs were purified by phenol–chloroform extraction and ethanol precipitation.

### In vitro translation

In vitro translation extracts were made from human 293T cells as described^23^. Lysates were nuclease-treated with 18 gel U/μl micrococcal nuclease (NEB M0247S) in the presence of 0.7 mM CaCl_2_ for 10 min at 25 °C, and the digestion was stopped by addition of 2.24 mM EGTA. Each translation reaction contained 50% in vitro translation lysate (from 293T cells) and buffer to make the final reaction 0.84 mM ATP, 0.21 mM GTP, 21 mM creatine phosphate (Roche), 45 U/ml creatine phosphokinase (Roche), 10 mM HEPES-KOH, pH 7.6, 2 mM DTT, 8 mM amino acids (Promega), 255 mM spermidine, 1 U/ml murine RNase inhibitor (NEB), and mRNA-specific concentrations of Mg(OAc)2 and KOAc. For 48S ribosome subunit initiation complex purification from in vitro translation reactions, reactions were incubated in the presence of GMP-PNP for 20 min at 30 °C and centrifuged for 6 min at 12 000 × *g* at 4 °C. Lysates were purified by size-exclusion chromatography through a 1 ml column packed with Sephacryl S-400 gel filtration resin (GE Healthcare) and the eluant centrifuged through a 10–25% (w/v) sucrose gradient by centrifugation for 5 h at 36 000 rpm at 4 °C in a Beckman SW40 Ti rotor. Fractions were collected from the gradient and RNA purified by phenol–chloroform extraction and ethanol precipitation, and protein precipitated with trichloroacetic acid.

### Statistical analysis

Statistical analyses used the two-tailed Student’s *t*-test unless otherwise noted, with *P* < 0.05 taken as significance.

### Data availability

Data supporting the findings of this manuscript are available from the corresponding author upon request. The mass spectrometry raw files were deposited at MassIVE under accession number: MSV000082407 and at ProteomeXchange under accession number: PXD009923. The RNAseq data raw files were deposited at GEO and are accessible under accession number GSE115142.

## Electronic supplementary material

Supplementary Information

How the deposited data were processed for this re-analysis (not part of the article)

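MDA-MB-231 cells expressing a non-silencing shRNA (shNSi, 2 cultures) or an shRNA against DAP5 (shDAP5, 2 cultures) were sampled as total mRNA, light polysome mRNA and heavy polysome mRNA, and the shNSi cultures also as a moderate polysome pool, giving 14 libraries. The authors deposited the read count of each gene symbol in each library, as whole numbers without normalization. The paper's text names single-read sequencing but not the aligner, the counting tool or the genome build. Of the 58434 symbols, 37621 matched a gene name in GENCODE v29, from which positions, coding sequence lengths and transcript sequences were taken, and 27 symbols had been turned into dates and were left as they stood. Each library had at least 25899838 counts, and each group had 2 cultures, which limits the precision of every comparison. Genes with few counts, such as FLI1 with 5 in each shDAP5 heavy library, are limited by the depth as well.
The counts were analysed in R 4.3.3. Genes were filtered with filterByExpr, normalized by TMM and tested with the quasi-likelihood test of edgeR 4.0.16 with robust estimation, 1 fit for the 4 libraries of each fraction. Translation efficiency was tested in 1 fit of 8 libraries, polysome and total mRNA, with a term for each culture, a term for the fraction and their interaction with the shRNA. P-values were adjusted by the Benjamini-Hochberg method over the genes tested, with a threshold of 0.05, and classes of change used unadjusted p-values, since the paper names no adjustment. Gene sets were tested with camera of limma 3.58.1 at an inter-gene correlation of 0.01. On simulated data with a log2 change of 1.5 in part of the genes, the edgeR test recovered 72.4% of 192 changed genes in total mRNA, with 8.55% of calls false. It recovered 48.7% of 197 in heavy translation efficiency, with 5.88% of calls false. The simulated changes were few (197 of 15089 genes) and drawn gene by gene, without the shift with coding sequence length or the differences between replicate pools in the data. These false shares therefore need not hold for the calls in heavy translation efficiency.
The alternatives tried were DESeq2 1.42.0 with its size factors, library size without TMM, limma on log2 of CPM plus 1 with total and polysome libraries quantile normalized independently, no filter on low counts, at least 10 counts in every library, the replicate number as a block, all 14 libraries in 1 fit (for total mRNA, heavy and light polysomes only, with translation efficiency tested as in the main analysis), translation efficiency without a term for each culture, the shNSi moderate pool alone or summed with shNSi light as the control for light polysomes, other thresholds and definitions of the classes, an inter-gene correlation of 0.05, and each culture left out in turn. Chosen after the data were seen were the shNSi moderate pool alone or summed with shNSi heavy as the control for heavy polysomes, offsets for coding sequence length fitted per library, these offsets with the replicate block, and the replicate block with the pairing crossed. With the shNSi moderate pool alone as the heavy control, the pool differs together with the shRNA, so the effects of the pool and the shRNA cannot be separated. Summing weights the pools by their read counts and not by the RNA in each. The pairing of cultures comes from the replicate numbers in the sample labels, and nothing else in the labels ties an shNSi culture to an shDAP5 culture.
The genes named are EIF4G2, the 16 genes of Table 1, the controls ACTB, GAPDH, LMNA and HNRNPD, 7 initiation factor genes, mRNAs given as IRES-containing, and the 5 lowest and 5 highest changes in heavy translation efficiency among genes past the adjusted threshold with a mean of at least 10 CPM over the total mRNA libraries and both shDAP5 cultures beyond both shNSi cultures. Pathway enrichment was not analysed here, as the gene sets of Ingenuity Pathway Analysis were not used here. Groups of 2 cultures allow no count of other splits of the samples with a share under 0.05, and none was made.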

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

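For these results, the tests of exchanged labels, of summed pools and of coding sequence length were chosen after the result was seen.
The change with DAP5 silencing differed between heavy and light polysomes. A test of the difference itself, the interaction of shRNA and polysome fraction in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, called 1072 of 15878 genes, 827 with a lower and 245 with a higher heavy than light change, and 3985 genes had an unadjusted p under 0.05. Of the 16 mRNAs of Table 1, 7 were among the lower genes, with a median difference of −1.46. The design offers a biological explanation, an effect of DAP5 on mRNAs with many ribosomes. A candidate technical explanation is that the heavy pools of the cell lines cover different parts of the gradient. With the shNSi heavy and moderate counts summed, 275 genes changed in heavy translation alone, fewer than the 733 that a single test gives by chance. The sum weights the pools by their read counts and not by the RNA in each, so it need not equal a joint pool. The interaction itself was not refitted with summed pools, and the difference between fractions cannot be told apart from this explanation.
The shNSi moderate libraries, on which the paper does not report, were closer to the shDAP5 heavy libraries than the shNSi heavy libraries were. Across 16235 genes, which are not independent replicates, the mean Pearson's r of shDAP5 heavy with shNSi moderate libraries was 0.973 (0.969 to 0.980 over 4 pairs), against 0.957 (0.948 to 0.968) with shNSi heavy libraries. An exchange of the moderate and heavy labels of the shNSi libraries was tested by their likeness to the shNSi light libraries. The mean r of shNSi light was 0.0526 higher with moderate than with heavy, the order that correct labels give. The shDAP5 light libraries, which carry the code of the moderate pool, had a mean r 0.0407 higher with shNSi light than with shNSi moderate libraries, but shDAP5 moderate pools shifted to lighter polysomes would give the same, so this does not settle which pool they hold. What remains is that the shDAP5 heavy libraries may hold material that in the shNSi cultures lies in the moderate pool, either because the pools were collected at different places or because mRNAs moved to lighter polysomes after DAP5 silencing; the 275 genes left with summed pools are compatible with both, and these were not told apart.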

How the results depend on the processing

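Of 764 results for single genes under an alternative, 505 kept their direction and their side of the threshold, 157 kept the direction but no longer passed, 26 passed only under the alternative and 76 reversed. With the replicate block, 9 of 43 such results in heavy translation efficiency kept the direction but no longer passed, and not all of these are named in the text. The settings called length offsets, summed or moderate heavy control, and crossed pairing were chosen after the data were seen. The moderate heavy control sets shDAP5 heavy libraries against a different control pool, so its reversals cannot tell DAP5 silencing from the pool. The cause of each change below was not tested, apart from the explanations weighed under the other headings.
The number of genes past the adjusted threshold in total mRNA, 53, was 267 with DESeq2, 18 with library size without TMM, 5 with limma on quantile-normalized values, 577 with no filter on low counts, 365 with the replicate block, 3 in 1 fit of all 14 libraries and 11 with the length offsets, and 1799 at an unadjusted p under 0.05. In heavy polysomes, 4414 became 421 with shNSi heavy and moderate summed, 50 with shNSi moderate as heavy control and 1468 with the length offsets. In light polysomes, 0 (1330 at an unadjusted p under 0.05) became 98 with DESeq2, 244 with no filter, 130 with the replicate block, 1 in 1 fit of all 14 libraries, 3940 with shNSi moderate as light control, 114 with shNSi light and moderate summed, 2 with the length offsets and 158 with these and the replicate block.
In heavy translation efficiency, 2012 genes became 0 with library size without TMM (4599 at an unadjusted p under 0.05), 0 with no term for each culture (3472), 0 with shNSi heavy and moderate summed (386) and 0 with shNSi moderate as heavy control (455). The number was 408 with limma on quantile-normalized values, 688 with the replicate block, 528 with the length offsets, 597 with these and the replicate block, 4133 with the pairing crossed and 4564 at an unadjusted p under 0.05. In light translation efficiency, 0 (833 at an unadjusted p under 0.05) became 3 with no filter, 1 with the replicate block, 4367 with shNSi moderate as light control, 454 with shNSi light and moderate summed and 5 with the length offsets and the replicate block.
In heavy polysomes, transcription alone, 595, was 1050 with no filter, 271 in 1 fit of all 14 libraries, 1197 with shNSi moderate as heavy control, 336 with the length offsets and the replicate block and 6 at an adjusted threshold. Transcription + translation, 1109, was 531 in 1 fit of all 14 libraries, 525 with shNSi moderate as heavy control, 45 at an adjusted threshold and 552 by total mRNA and translation efficiency. Translation alone, 3925, was 275 with shNSi heavy and moderate summed, 307 with shNSi moderate as heavy control, 2192 with the length offsets, 2106 with these and the replicate block and 1983 at an adjusted threshold. In light polysomes, transcription alone, 1053, was 387 in 1 fit of all 14 libraries, 670 with shNSi moderate as light control, 627 with the length offsets and the replicate block and 52 at an adjusted threshold. Transcription + translation, 706, was 1090 with no filter, 449 in 1 fit of all 14 libraries, 1089 with shNSi moderate as light control, 0 at an adjusted threshold and 148 by total mRNA and translation efficiency. Translation alone, 629, was 358 with DESeq2, 959 with no filter, 58 with no term for each culture, 5453 with shNSi moderate as light control, 3426 with shNSi light and moderate summed and 0 at an adjusted threshold.
Of the gene sets in heavy translation efficiency, shNSi moderate as heavy control reversed the median of Table 1 to 0.39, of integrin subunits to 0.52 and of ribosomal proteins to −0.23. With the length offsets the integrin median was −0.32, with a camera p of 0.0538, and with these and the replicate block −0.34, with a camera p of 0.0363. With shNSi heavy and moderate summed, the medians kept their direction, at −0.46 for Table 1, −0.32 for integrin subunits and 0.29 for ribosomal proteins, with a camera p of 1.18e-07 for Table 1 and 0.000114 for integrin subunits. EIF4G2 in total mRNA did not pass the adjusted threshold with library size without TMM (−1.07, adjusted p 0.0501), limma on quantile-normalized values (−1.08, adjusted p 0.143) and all 14 libraries in 1 fit (−1.13, adjusted p 0.443), by the test of each tool with Benjamini-Hochberg adjustment, where the alternatives ranged from 4.74e-07 to 0.443. Without TMM the median of all genes in heavy translation efficiency was 0.30, against 0.09 with TMM and 0.03 with DESeq2, so directions near 0 depend on the scaling.
Leaving out 1 culture left its group with 1 culture, so these fits gave values without counts or calls. Across the 4 such fits, the Table 1 median ranged from −1.57 to −0.92 in heavy translation efficiency and from −2.22 to −1.37 in heavy polysomes, the integrin median from −1.33 to −0.76, the ribosomal protein median from 0.70 to 1.56 and EIF4G2 in total mRNA from −1.36 to −0.90. In heavy translation efficiency, CDK12 ranged from −1.83 to −0.77, EGFR from −1.80 to −0.61 and ITGAV from −2.97 to −0.94. APAF1 ranged from −1.67 to −0.39 and EIF4EBP1 from 0.62 to 1.52, so the size of these changes depended on single cultures. None of these genes changed sign, whereas JUN and ACTB did. Other splits of 4 cultures into groups of 2 were not counted, since each group has fewer than 3.
With DESeq2, the reversed changes in heavy translation efficiency were CDK1 −0.024. With library size without TMM, the reversed changes in heavy translation efficiency were HNRNPD 0.20, PABPC1 0.20, BIRC2 0.13. With limma on quantile-normalized values, the reversed changes in heavy translation efficiency were GAPDH 0.010, HNRNPD 0.19, PABPC1 0.23, BIRC2 0.13. With at least 10 counts in every library, the reversed changes in heavy translation efficiency were HNRNPD 0.032, PABPC1 0.033. With no term for each culture, the reversed changes in heavy translation efficiency were HNRNPD 0.0062, CDK1 −0.022. With shNSi heavy and moderate summed, the reversed changes in heavy translation efficiency were EIF4G2 −0.057, GAPDH 0.038, HNRNPD 0.16, PABPC1 0.36, CDK1 −0.084. With shNSi moderate as heavy control, the reversed changes in heavy translation efficiency were EIF4G2 −0.44, ETS1 0.35, OSMR 0.35, LAMC1 0.27, TP53BP1 0.71, ITGAV 0.52, ITGA1 0.77, ITGA3 0.58, ITGA5 0.59, EGFR 0.42, CDK12 0.50, MMP1 0.11, MMP3 0.78, GAPDH 0.35, LMNA 1.24, HNRNPD 0.18, EIF3D 0.92, EIF4E −0.38, EIF4G1 1.16, EIF4G3 0.65, PABPC1 0.54, BCL2 −0.13, APAF1 0.58, CDK1 −0.27, C3 0.83, COL4A1 0.44, ERAP1 0.46, PARP14 0.42. With the length offsets, the reversed changes in heavy translation efficiency were JUN −0.19, ACTB −0.072, EIF4E −0.23, PABPC1 0.33, BCL2 −0.36, BIRC2 0.23, CDK1 −0.36. With the length offsets and the replicate block, the reversed changes in heavy translation efficiency were JUN −0.19, ACTB −0.072, EIF4E −0.23, PABPC1 0.33, BCL2 −0.35, BIRC2 0.24, CDK1 −0.36.
With DESeq2, the reversed changes in heavy polysomes were HNRNPD −0.043. With limma on quantile-normalized values, the reversed changes in heavy polysomes were GAPDH 0.15. With no filter on low counts, the reversed changes in heavy polysomes were HNRNPD −0.052. With shNSi moderate as heavy control, the reversed changes in heavy polysomes were TP53BP1 0.80, MYCL −0.41, ITGA1 0.20, CDK12 0.33, LMNA 0.62, GAPDH 0.19. With the length offsets, the reversed changes in heavy polysomes were JUN −0.063, HNRNPD −0.20, ACTB −0.029. With the length offsets and the replicate block, the reversed changes in heavy polysomes were JUN −0.083, HNRNPD −0.21, ACTB −0.015. With all 14 libraries in 1 fit, the reversed changes in heavy polysomes were HNRNPD −0.16, ACTB −0.063.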

Differences from the paper's values

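A gap is called closed where neither value is more than 1.5 times the other. The paper gives 9% of poorly translated and 13% of well-translated mRNAs as DAP5-dependent. The share changed in translation alone was 4.26% in light polysomes and 27.8% in heavy polysomes, in both directions. For heavy polysomes, the alternatives set before the data were examined that closed the gap were no filter on low counts, with 17.2%, and a threshold on the adjusted p, with 14.1%; the others did not. The coding sequence length offsets, with 18.2%, and these with the replicate block, with 17.5%, closed it too and were chosen after seeing the values. For light polysomes none of the alternatives set before the data were examined closed the gap, and the length offsets with the replicate block, chosen after seeing the values, gave 7.32%. Counting only genes lower in shDAP5 cultures, the share in heavy polysomes was 14.7%. Across the alternatives set before the data were examined it ran from 7.86% with library size without TMM to 16.6% with polysome p-values in place of those of translation efficiency, with 13.6% with limma on quantile-normalized values, 9.37% with no filter on low counts and 8.88% at an adjusted threshold, and with shNSi heavy and moderate summed, chosen after seeing the values, it was 0.72%. With shNSi moderate as heavy control, also chosen after seeing the values, the heavy share was 0.15%. In light polysomes the share was 2.49%. Across the alternatives set before the data were examined, the light share ran from 0% at an adjusted threshold to 18.0% with shNSi moderate as light control. It was 0.21% with no term for each culture and 12.1% with shNSi light and moderate summed. The paper does not state which directions it counted.
The numbers of mRNAs in Fig. 1c were read by eye. For light polysomes, transcription alone is about 390 in the paper's Fig. 1c and was 1053 here, and 1 fit of all 14 libraries, with 387, was the only alternative set before the data were examined that closed the gap. Translation alone is about 1000 in the paper's Fig. 1c and was 629 here. No filter on low counts gave 959, the replicate block 773 and 1 fit of all 14 libraries 746, which closed the gap, as did the length offsets with the replicate block, chosen after seeing the values, with 894; the other alternatives did not.
For heavy polysomes, transcription alone is about 250 in the paper's Fig. 1c and was 595 here. 1 fit of all 14 libraries gave 271, and the length offsets with the replicate block, chosen after seeing the values, 336. Transcription + translation is about 630 in the paper's Fig. 1c and was 1109 here. 1 fit of all 14 libraries gave 531, the class defined by total mRNA and translation efficiency gave 552, and the shNSi moderate libraries as heavy control, chosen after seeing the values, gave 525. Translation alone is about 1600 in the paper's Fig. 1c and was 3925 here. A threshold on the adjusted p gave 1983, and the length offsets without and with the replicate block, chosen after seeing the values, gave 2192 and 2106. The other alternatives closed none of these gaps.
The paper states that the major changes in both fractions were in translation alone, which is compared here by the number of genes. In light polysomes, translation alone, with 629 genes, was smaller than transcription alone and than transcription + translation, with 706. It was the largest class with the shNSi moderate libraries as light control (5453), with shNSi light and moderate summed (3426), in 1 fit of all 14 libraries (746), which did not refit translation efficiency and lowered the calls in total mRNA from 1799 to 851, and, chosen after seeing the values, with the length offsets and the replicate block (894). In heavy polysomes, where it was the largest class, it was smaller than transcription alone and transcription + translation with shNSi heavy and moderate summed (275) and with shNSi moderate as heavy control (307), both chosen after seeing the values.
Table 1 lists the mRNAs most strongly reduced in polysomes. Ranked from the lowest change in heavy polysomes among 14270 genes, MMP1 was at 6, FLI1 at 7 and MMP3 at 8, and the others reduced lay between 74 for ITGAV and 1118 for ETS1. MYCL was higher, with log2 changes of 1.02 in heavy polysomes and 1.44 in heavy translation efficiency; with shNSi moderate as heavy control, chosen after seeing the values, its change in heavy polysomes was −0.41, its translation efficiency changed by 0.04, and no alternative made the latter negative. JUN, marked as changed in transcription and translation, had log2 changes of 0.09 in total mRNA, 0.25 in heavy polysomes and 0.11 in heavy translation efficiency. With the length offsets, chosen after seeing the values, its translation efficiency changed by −0.19 and its heavy polysome mRNA by −0.06, and no alternative called it in any of the 3 measures.
In heavy translation efficiency, ETS1 (−0.60), SERPINE2 (−0.63) and MMP3 (−0.80) had unadjusted p-values of 0.0951, 0.0654 and 0.120 by edgeR's quasi-likelihood test. An unadjusted p under 0.05 was reached for ETS1 and SERPINE2 with DESeq2 (0.0460 and 0.0433) and, chosen after seeing the values, with the length offsets (0.0270 and 0.00611), these with the replicate block (0.0436 and 0.00791) and the crossed replicate block (0.0247 and 0.0175), and for MMP3 with limma on quantile-normalized values (0.00842), the paper's method. None of these alternatives brought the adjusted p under 0.05.
The paper gives the mRNA of Lamin A as not DAP5-dependent. LMNA changed by a log2 of −1.15 in heavy polysomes (adjusted p = 0.0138 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and −0.86 in heavy translation efficiency (adjusted p = 0.107, unadjusted p = 0.0237). Across the alternatives, its change in heavy translation efficiency ran from −0.93 to 1.24. The lowest adjusted p, by the test of each tool, was 0.0120. It came with the pairing crossed, so LMNA passed there under an alternative chosen after seeing the values. The change in heavy polysomes did not pass the adjusted threshold in 1 fit of all 14 libraries (adjusted p = 0.0769) and, chosen after seeing the values, with the length offsets (0.101), these with the replicate block (0.0600), shNSi heavy and moderate summed (0.762) and shNSi moderate as heavy control (0.978).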

Other observations

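In this part, the tests with summed pools, of coding sequence length on all genes, and of FLI1 without 1 control culture were chosen after the result was seen.
Many mRNAs changed in heavy translation efficiency, with 3925 genes in translation alone, and several explanations were tested. The first is that the heavy pools of the cell lines cover different parts of the gradient. With shNSi heavy and moderate counts summed per culture, 275 of 14656 genes changed in translation alone, under the 733 that a single test gives by chance. The test of heavy translation efficiency itself called 386 of 15386, where chance gives 769. The pools were sequenced to like depth (28092151 and 28532504 counts in replicate 1), so the sum weights them about equally, whatever the RNA in each. Fewer calls than chance may also mean a conservative test in this setting, so the sum gives limited support to this explanation. The second is a shift along the gradient shared by most mRNAs. Across 16235 genes, the change from shNSi to shDAP5 heavy libraries, measured against 1 control culture, followed the difference between moderate and heavy pools of the other control culture, with a mean r of 0.690 (0.656 and 0.725 for the 2 shDAP5 cultures), and with the control cultures exchanged r was 0.454 and 0.620. Both explanations remain, and they cannot separate a technical difference between pools from a real movement of most mRNAs to lighter polysomes. A movement from heavy to light polysomes was not settled. In the test set beforehand, the light polysome change had a mean r of −0.41 with the difference between heavy and light pools of the control, where such a movement would give a positive r, but with the control cultures exchanged r was −0.03 and 0.02. Against this, the change in light translation efficiency was opposite to the heavy change for coding sequence length (rho 0.30), integrin subunits (median 0.35) and ribosomal proteins (median −0.14). Movement into the moderate pool could not be tested, because no shDAP5 library is titled moderate.
Coding sequence length was a further explanation, since the change in heavy translation efficiency followed it (Spearman's rho −0.71 across the 81.2% of genes with a length, and 0.30 for light translation efficiency). With offsets for length, 2192 of 12058 genes still changed in translation alone, above the 603 that chance gives, so length does not fully account for the count. Within libraries, the rho of length with the polysome to total mRNA ratio was 0.49 and 0.70 in shNSi heavy, 0.26 and −0.32 in shDAP5 heavy and −0.53 and −0.13 in shNSi moderate libraries. GC content had a rho of 0.25 with the change, which does not decide for or against it. The count changed little with every library thinned to 25899838 counts, where 3918 genes changed in translation alone, and without the 30 genes with most counts, with 3907. The libraries differed little in size, up to 30795910 counts, and TMM had already scaled them. These tests therefore say little about library size or abundant genes as a cause.
The 16 mRNAs of Table 1 had a lower median in heavy translation efficiency than each of 10000 random sets matched on coding sequence length and abundance, a percentile of 0, with a median of −0.48 over the random sets. As the list was selected from these libraries by the study itself, this cannot tell whether length and abundance account for it. The 12 integrin subunit mRNAs outside Table 1 had a median of −0.79, at percentile 22.1 of matched sets with a median of −0.60, so length and abundance may account for their lower values. The 82 ribosomal protein mRNAs had a median of 1.12 (camera test of limma with an inter-gene correlation of 0.01, p = 1.81e-26), at percentile 100 of matched sets with a median of 0.79. How closely these sets matched in length and abundance was not checked. The median coding sequence of ribosomal protein mRNAs was 453 nucleotides, against 1413 over all genes, so close matches may be few. Length and abundance are therefore not excluded as the cause. With shNSi heavy and moderate summed, ribosomal protein mRNAs were still higher by a median of 0.29 (camera test with the same inter-gene correlation, p = 2.27e-10). With shNSi moderate as heavy control, also chosen after the data were seen, their median was −0.23. A hypothesis is that ribosomal protein mRNAs gained in heavy polysomes beyond the shared shift. The last value cannot decide on it, because the shNSi moderate libraries themselves differed from shNSi heavy by a median of 1.25 for these mRNAs.
FLI1 had 185 counts in 1 shNSi heavy library and 17 in the other. Without the culture with more counts, its log2 change in heavy translation efficiency was −1.79, but this leaves 1 control culture and no test, so it does not decide whether the fall rests on that culture.
The shNSi moderate libraries differed from shNSi heavy in 5741 of 14187 genes after Benjamini-Hochberg adjustment of edgeR's quasi-likelihood test, with medians of −1.71 for the mRNAs of Table 1, −1.85 for integrin subunits and 1.25 for ribosomal proteins, in the direction of the shDAP5 change.
Among initiation factor mRNAs, heavy translation efficiency changed by a log2 of −1.27 for EIF4G1 (adjusted p = 0.0261 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), −1.26 for EIF4G3 (0.0223) and 1.07 for EIF4EBP1 (0.0335), and by −0.84 for EIF3D, 0.39 for EIF4E, −0.61 for EIF4A1 and −0.02 for PABPC1, none of the last 4 past the adjusted threshold. Across the alternatives, the change of EIF3D ran from −0.90 to 0.92. Its lowest adjusted p, by the test of each tool, was 0.0120. That value came with the pairing crossed, so EIF3D passed there under an alternative chosen after the data were seen. EIF4A1 had 12 to 23 counts in the heavy libraries, too few to say that it did not change. Of the mRNAs given as IRES-containing, BCL2 changed by 0.20, APAF1 by −1.03 (adjusted p = 0.0657), BIRC2 by −0.09 and CDK1 by 0.04, and none of these 4 passed the threshold. EIF4G2 itself changed by 0.26 (adjusted p = 0.688), and by 0.86 with the length offsets, chosen after the data were seen (adjusted p = 0.0468). Of the control mRNAs, ACTB changed by 0.09, GAPDH by −0.39 and HNRNPD by −0.02, with adjusted p-values of 0.915, 0.580 and 0.982 by the same test. With limma on quantile-normalized values, ACTB changed by 0.83 in heavy translation efficiency (adjusted p = 0.126) and by 0.91 in heavy polysomes (adjusted p = 0.0498). With shNSi moderate as heavy control, chosen after the data were seen, EIF4G1 (1.16), EIF4G3 (0.65), EIF3D (0.92) and APAF1 (0.58) were higher, and with the length offsets, also chosen after, EIF4E (−0.23), BCL2 (−0.36) and CDK1 (−0.36) were lower, so these directions depend on the setting. APAF1 passed the adjusted threshold with at least 10 counts in every library (−0.98, adjusted p = 0.0415), with no filter on low counts (−1.05, adjusted p = 0.0440) and, chosen after, with the pairing crossed (−1.04, adjusted p = 0.00501).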
